A study of Mus musculus with 24 samples.

How the data were processed

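Forelimbs of mouse embryos at stage E10.5 were profiled by ribosome profiling and by sequencing of total RNA depleted of ribosomal RNA. Per the labels' protocols, the embryos came from crosses that combine a floxed Rps6 allele, the Prx1Cre transgene and a Trp53 null allele. Rps6 encodes a protein of the small ribosomal subunit, Prx1Cre expresses Cre recombinase in the limb bud mesenchyme, and Trp53 encodes p53. The labels name 4 genotypes, written here as Rps6 WT, Trp53 WT (the floxed allele without Cre), Rps6 het, Trp53 WT (with Cre), Rps6 WT, Trp53 null, and Rps6 het, Trp53 null. Each genotype had 3 replicates, and each replicate was made by pooling limb material of 2 embryos of one genotype, per the labels' protocols. A part of each cleared lysate went to RNA sequencing and another part was digested with RNase, and the ribosomes were collected through a sucrose cushion to give ribosome-protected fragments (RPF). This gave 24 libraries in 8 groups of 3.

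The authors deposited one table of raw read counts, in whole numbers, with 21960 rows, each a versioned Ensembl mouse transcript ID. By the name of the deposited table, RPF counts cover the coding sequence and RNA counts the whole transcript. The aligner, the counting tool, the genome build, the annotation release and the read filters are not stated in the labels or the table. Of the rows, 238 held 0 counts in all 24 libraries and 5426 held 0 counts in all 12 RPF libraries. The table gives no gene names, and of its IDs 0 matched the tables of gene IDs and names used here, so transcripts are given by ID. The targeted genes Rps6 and Trp53 could therefore not be checked in each library, and tests planned on a list of p53 target genes and on a list of ribosomal protein genes were not run. Whether a transcript shares reads with a near-identical copy or an overlapping gene, and its length and GC content, were not known either, and each change of a single transcript is uncertain to that extent.

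Total counts were 14291854 to 29104669 in the RNA libraries and 7026056 to 16835045 in the RPF libraries. A level of 3 counts, taken as the smallest that a library can show, corresponds to 0.103 to 0.21 CPM in RNA and 0.178 to 0.427 CPM in RPF. Reads were not described as carrying molecular identifiers, so such floors cover counting error only. The most abundant 10 rows took 5.17% to 7.59% of the counts of an RNA library and 4.59% to 5.36% of an RPF library. Replicates were compared before they were averaged. Over the 24 pairs of replicates of one group, Spearman's correlation across transcripts was 0.995 to 0.997, and the chi-square statistic per degree of freedom was 1.78 to 17.1, so each pair differed by more than sampling noise and all 3 replicates were counted.

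Counts were tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood F test (glmQLFit and glmQLFTest). Transcripts were kept by filterByExpr with the groups given and its default minimum count of 10 and minimum total of 15, and libraries were scaled by TMM within each library kind. RNA and RPF libraries were fitted apart, each with all 4 genotypes in one model without covariates. Translational efficiency (TE) was tested in one model over all 24 libraries as the difference between the RPF change and the RNA change, in which the length of the counted region cancels. For each of RNA, RPF and TE, 4 contrasts were tested: Rps6 het against Rps6 WT in Trp53 WT, the same in Trp53 null, the difference between these changes (the interaction of Rps6 and Trp53), and Trp53 null against Trp53 WT in Rps6 WT. P-values of each of the 12 tests were adjusted by the Benjamini-Hochberg method over the transcripts tested, and a transcript with an adjusted p-value under 0.05 is said to be called. Standard errors (SE) of log2 fold changes were derived from the F statistic. Levels are given as CPM on the TMM-scaled library totals, CPM being the usual scaling of a count by its library total, and principal components used log2 CPM with a prior count of 2.

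Groups, contrasts, designs and most of the alternatives were fixed before the data were examined. The named transcripts followed a rule fixed at the same time: for each of the 12 tests and each direction, up to 3 called transcripts with the smallest p-value whose replicates did not overlap between the groups. This gave 35 candidates, of which the 2 with the smallest p-value in each direction are printed, since the files do not pair IDs with names.

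The genotypes share replicate numbers in the labels, but same-numbered pools of different genotypes are different embryos. The deposited column names also carry a library code (BC), and no code repeats within a replicate number. A replicate number may therefore mark libraries prepared together, which the labels do not state. The RPF and the RNA library of one genotype and replicate number are taken to come from one pool, because the protocol in the labels describes both as parts of the same lysates. TE was therefore also fitted with the pool as a block. The other alternatives were a block for the replicate number, DESeq2 size factors within edgeR, no filter on low counts, the DESeq2 1.42.0 Wald test, limma-voom (limma 3.58.1), a fit of the compared genotypes without the others, and each pool left out in turn. Added after the data were seen were a covariate for the composition of the pools, RNA fits without transcripts that had no footprints (at least 120 RNA counts in all and under 0.001 RPF counts per RNA count, 1025 rows), and TE fits of transcripts that pass the filter in both library kinds.

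The tests were checked on simulated counts drawn from the real means, library sizes and dispersions, with 200 transcripts changed by 0.5 or 1 on the log2 scale in Rps6 het, Trp53 WT. For RNA, 149 of the 197 changed transcripts among 14281 tested were called, with 12 false calls. For RPF, 160 of 198 among 12066 were called with 6 false calls, and for TE, 154 of 200 among 12114 with 7 false calls. In RNA, 12 of 161 calls were false, a share above 0.05 in this 1 simulation. In the data 3580 RNA transcripts were called, with a median absolute log2 fold change of 0.31, so this power does not carry over to smaller changes. For TE, RPF and RNA counts of a pool were drawn independently, and only transcripts passing the filter in both library kinds were used.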

Results

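To follow how the loss of one Rps6 allele alters transcript abundance and translation in the developing limb, and how far this depends on p53, RPF and RNA libraries were made from forelimbs of 4 genotypes at stage E10.5. There were 3 replicate pools for each genotype and library kind. All Rps6 het pools carried Prx1Cre and no Rps6 WT pool did. Changes given for Rps6 het therefore include any effect of Cre itself, which this design cannot part from that of Rps6. RNA libraries of Rps6 WT, Trp53 WT held 22783911 ± 3276334 counts (SD, n = 3), and those of Rps6 het, Trp53 WT held 20719129 ± 1375819. In the Trp53 null background the RNA totals were 17528948 ± 3824081 for Rps6 WT and 24170564 ± 5275134 for Rps6 het. RPF libraries were shallower, with 12882398 ± 3947683 counts for Rps6 WT, Trp53 WT and 9983515 ± 3063649 for Rps6 het, Trp53 WT. The RPF totals in Trp53 null were 11939135 ± 348604 for Rps6 WT and 10897647 ± 1048393 for Rps6 het. The shallowest library, an RPF library of Rps6 het, Trp53 WT, held 7026056 counts.

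In both library kinds the first principal component parted the Rps6 het, Trp53 WT libraries from the libraries of the other genotypes. It carried 31.9% of the variance of the RNA libraries and 34.7% of that of the RPF libraries. Scores of the 3 Rps6 het, Trp53 WT libraries lay between −28.42 and −25.77 in RNA, while the other 9 RNA libraries lay between 0.64 and 15.07. In RPF the corresponding ranges were −26.75 to −19.85 and 1.42 to 11.49.

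**Figure D1:**
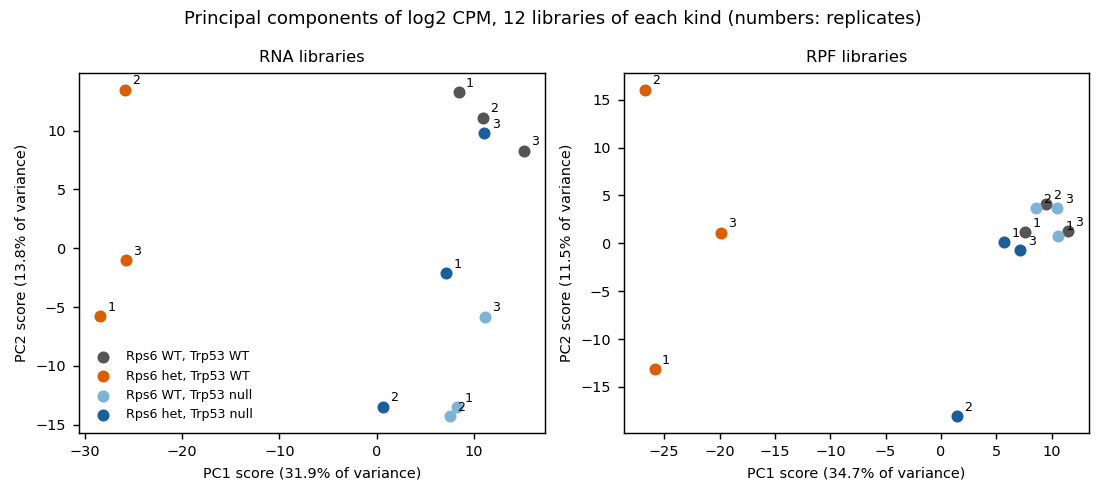
Scores of the 12 RNA libraries (left) and the 12 RPF libraries (right) on the first 2 principal components of log2 CPM, with points coloured by genotype and numbered by replicate and axes labelled with the share of variance. The 3 Rps6 het, Trp53 WT libraries lie at negative scores of the first component (−25.77 or lower in RNA, −19.85 or lower in RPF), apart from the other 9 libraries.

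The first comparison asked which transcripts change in abundance in Rps6 het limbs with p53 present. Of 14411 transcripts tested in RNA, 3580 were called by edgeR's quasi-likelihood test, 1892 higher and 1688 lower in Rps6 het. Most changes were small. The median absolute log2 fold change of the called transcripts was 0.31, and 198 of them changed by more than 1 on the log2 scale, 112 higher and 86 lower. The alternative that moved this number most was leaving out one pool, which gave 2211 to 3418 calls over 6 fits. In footprints, 3019 of 12147 transcripts were called, 1598 higher and 1421 lower, with a median absolute log2 fold change of 0.29. Leaving out one pool moved this number most as well, to between 2183 and 2735 calls.

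The changes in RNA and in footprints largely had the same direction. Over the 12116 transcripts tested in both, log2 fold changes of RPF and RNA correlated with Pearson's r = 0.776, a correlation across transcripts, which are not independent replicates. A total of 1773 transcripts were called in both, and 1756 of these changed in the same direction. Calls were made in RNA and not in RPF for 1537 of the transcripts tested in both, and in RPF and not in RNA for 1238.

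The same comparison in Trp53 null limbs asked whether these changes need p53. In RNA, 10 of 14411 transcripts were called, 3 higher and 7 lower in Rps6 het, and 1625 had an unadjusted p-value under 0.05. In RPF, 110 of 12147 were called, 75 higher and 35 lower, and 1452 had an unadjusted p-value under 0.05. Of the 10 transcripts called in RNA, 7 were also called in Trp53 WT, all 7 in the same direction. Of the 110 called in RPF, 91 were also called in Trp53 WT, 90 of them in the same direction. For 56 of these 91 the interaction was not called. The largest rise called in RPF in Trp53 null, for ENSMUST00000001672.11, had a log2 fold change of 1.688 there and 1.985 in Trp53 WT. Its interaction was not called (edgeR adjusted p = 0.19). Of these 110 transcripts 60 changed in the same direction in RNA and in RPF, and RPF and RNA changes over the 12116 transcripts correlated with r = 0.308 across transcripts. The RNA and RPF counts were made from the same pools, with median SE of 0.083 and 0.084 on the log2 scale, close to the 0.082 and 0.086 of the comparison in Trp53 WT.

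**Figure D2:**
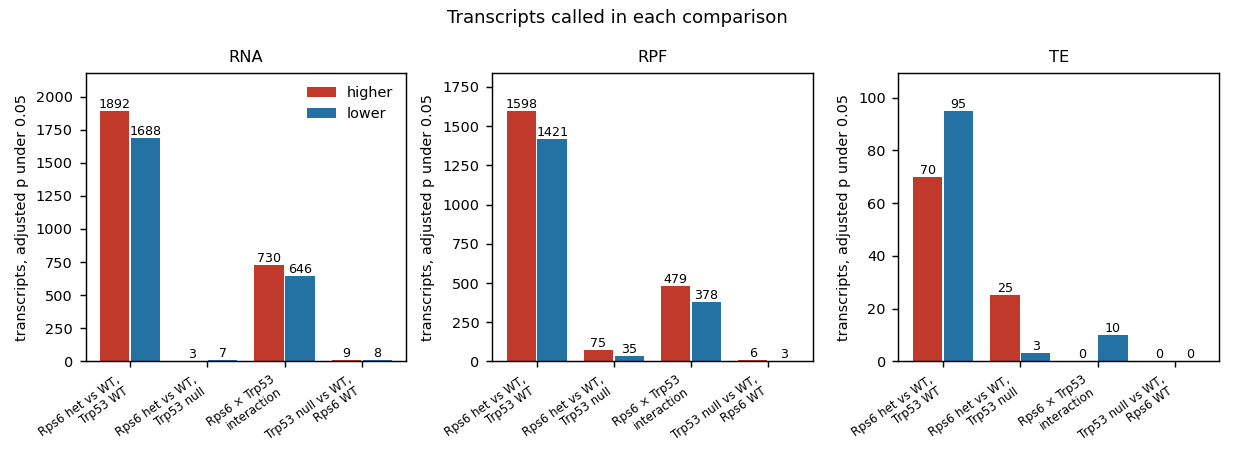
Number of transcripts with an adjusted p-value under 0.05 (vertical axes, starting at 0 and with a separate scale for each panel) in RNA, RPF and TE for the 4 contrasts; red bars are transcripts with a higher value and blue bars with a lower one, for the interaction higher or lower in Trp53 WT than in Trp53 null. The comparison of Rps6 het with Rps6 WT gave 3580 RNA calls in Trp53 WT and 10 in Trp53 null.

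The difference between the changes in Trp53 WT and in Trp53 null was tested directly. The interaction was called for 1376 transcripts in RNA, 730 with a more positive and 646 with a more negative change in Trp53 WT. It was called for 857 transcripts in RPF, 479 more positive and 378 more negative. Of the transcripts called in Trp53 WT, 1279 in RNA and 808 in RPF had a called interaction, and for 1267 and 803 of these the change was smaller in Trp53 null. For the remaining transcripts a difference between the backgrounds was not shown at this depth and number of pools. Over the transcripts called in Trp53 WT, the slope of the change in Trp53 null on that in Trp53 WT was 0.047 in RNA and 0.11 in RPF. The change had the same sign in Trp53 null for 57.7% of the 3580 RNA calls and for 74.9% of the 3019 RPF calls, against 50.9% and 61.1% over all transcripts tested.

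**Figure D3:**
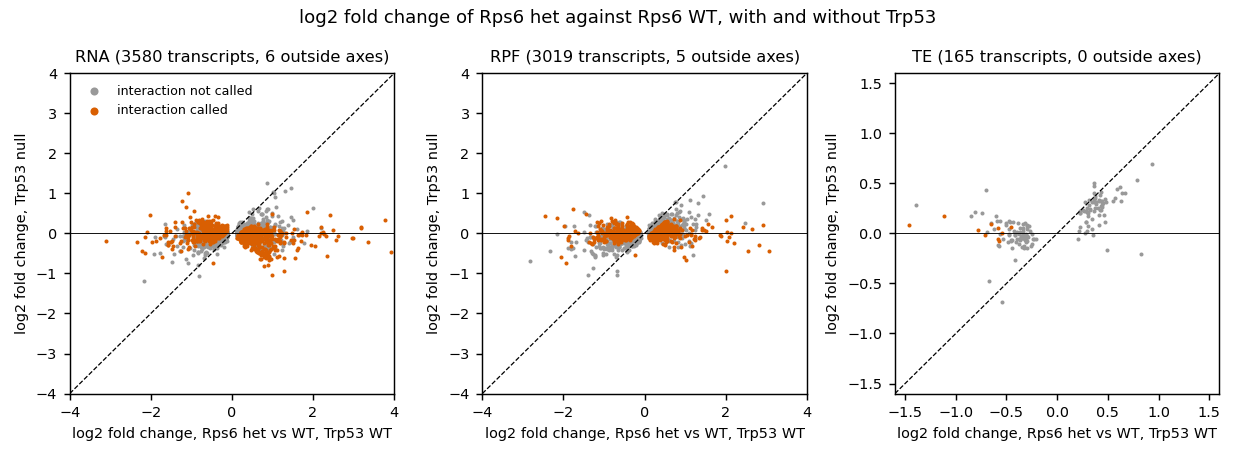
log2 fold change of Rps6 het against Rps6 WT in Trp53 WT (horizontal axes) and in Trp53 null (vertical axes) for the transcripts called in Trp53 WT, 3580 in RNA, 3019 in RPF and 165 in TE; orange points have a called interaction, and the dashed line marks equal changes. Points lie near the horizontal line at 0 in RNA (slope 0.047) and RPF (slope 0.11), and somewhat nearer the dashed line in TE (slope 0.19).

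Loss of Trp53 on its own, compared in limbs with Rps6 intact, changed few transcripts. In RNA 17 transcripts were called, 9 higher and 8 lower in Trp53 null, and 2127 had an unadjusted p-value under 0.05. In RPF 9 were called, 6 higher and 3 lower, and 494 had an unadjusted p-value under 0.05. All 7 transcripts called in both changed in the same direction. No transcript was called for TE (0 calls), with 731 at an unadjusted p-value under 0.05. The RNA count and its direction depended on the fit: without a filter on low counts 252 transcripts were called, 222 higher and 30 lower.

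Named by the rule given with the processing, ENSMUST00000119901.8 rose in Rps6 het limbs with Trp53. Its RPF level was 11.5 ± 0.601 CPM (SD, n = 3) in Rps6 WT, Trp53 WT and 86.3 ± 2.51 CPM in Rps6 het, Trp53 WT, a log2 fold change of 2.91 ± 0.072 (SE) with an edgeR adjusted p = 1.1e-20. In Trp53 null it was 11.6 ± 0.376 CPM in Rps6 WT and 13.5 ± 1.43 CPM in Rps6 het, and this difference was not called (edgeR adjusted p = 0.391). Its RNA level was low, at 26 to 52 counts per library in Rps6 WT, Trp53 WT, and rose from 1.68 ± 0.339 to 17.6 ± 3.45 CPM, a log2 fold change of 3.36 ± 0.204 (SE). The TE change of −0.45 ± 0.22 (SE) was not called.

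ENSMUST00000020576.7 rose as well. Its RPF level went from 6.93 ± 0.393 CPM in Rps6 WT, Trp53 WT to 58.2 ± 6.41 CPM in Rps6 het, Trp53 WT (log2 fold change 3.06 ± 0.096 SE, edgeR adjusted p = 2.41e-18). Its RNA level went from 48.8 ± 1.52 to 446 ± 30.5 CPM (log2 fold change 3.19 ± 0.055 SE, edgeR adjusted p = 1.6e-15). In Trp53 null neither RPF, at 6.18 ± 0.561 CPM in Rps6 WT and 4.59 ± 0.256 CPM in Rps6 het, nor RNA, at 34.6 ± 1.06 and 38.2 ± 1.57 CPM, was called for Rps6. RNA of this transcript was lower in Trp53 null than in Trp53 WT with Rps6 intact, with a log2 fold change of −0.49 ± 0.058 (SE) and an edgeR adjusted p = 0.00128.

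ENSMUST00000000476.14 fell in Rps6 het limbs with Trp53, from 666 ± 29.3 to 340 ± 9.62 CPM in RPF (log2 fold change −0.97 ± 0.042 SE, edgeR adjusted p = 1.65e-15) and from 620.3 ± 21.7 to 316 ± 16.6 CPM in RNA (log2 fold change −0.97 ± 0.057 SE). In Trp53 null its RPF level was 659 ± 5.84 CPM in Rps6 WT and 626 ± 33.3 CPM in Rps6 het, a difference that was not called.

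ENSMUST00000108658.9 was lower in Trp53 null. Its RPF level was 491 ± 14 CPM in Rps6 WT, Trp53 WT and 111 ± 2.33 CPM in Rps6 WT, Trp53 null (log2 fold change −2.14 ± 0.039 SE, edgeR adjusted p = 5.31e-24), and its RNA level was 104 ± 6.92 and 21.8 ± 3.19 CPM. The Rps6 het pools showed the same separation, with 578 ± 6.21 CPM in Trp53 WT and 106 ± 3.08 CPM in Trp53 null in RPF. The directions and calls of the 4 transcripts named here held in all 52 refits of these 4 RPF changes under the alternatives, leave-one-out fits included.

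**Figure D4:**
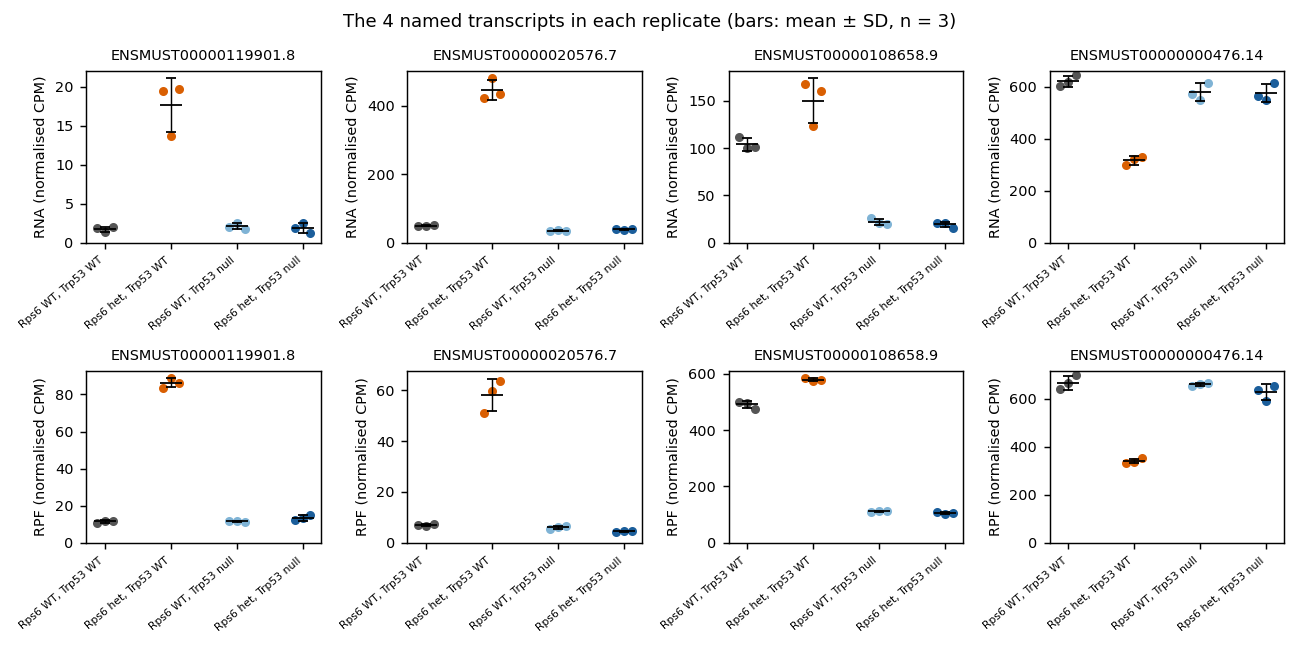
Normalised CPM of the 4 named transcripts in RNA (top row) and RPF (bottom row), 1 point per replicate pool in each of the 4 genotypes, with the mean and SD (n = 3); all vertical axes start at 0. For ENSMUST00000119901.8 and ENSMUST00000020576.7 the Rps6 het, Trp53 WT pools lie above all other pools, for ENSMUST00000000476.14 they lie below, and ENSMUST00000108658.9 is lower in all Trp53 null pools.

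Translational efficiency asked whether footprints changed beyond the change in RNA. Libraries were scaled by TMM within each kind, without an external standard. RPF and TE changes are therefore relative to the other transcripts, and a change of translation common to most transcripts would not show. In Trp53 WT, TE was called for 165 of 14080 transcripts, 70 higher and 95 lower in Rps6 het. In Trp53 null it was called for 28, 25 higher and 3 lower. The interaction was called for 10, all with a lower TE change in Trp53 WT. RPF and RNA libraries of the same genotype and replicate number deviated together from their group means, with a mean correlation across transcripts of 0.224 over the 12 pools, ranging from 0.111 to 0.387. With the pool as a block, 393 transcripts were called in Trp53 WT (119 higher), 57 in Trp53 null (50 higher), 44 for the interaction and 0 for Trp53 null against Trp53 WT, where 1172 had an unadjusted p-value under 0.05. These included all 165, 28 and 10 transcripts called without the block. Leaving out one pool at a time gave 58 to 177 TE calls in Trp53 WT, and a fit of the Trp53 null pools alone called 0 of the transcripts for Rps6.

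The TE calls in Trp53 WT differed in how they arose. Of the 70 transcripts with a higher TE, 51 were called higher in RPF and not called in RNA, and 12 were called higher in both. Of the 95 with a lower TE, 54 were called higher in RNA and not called in RPF, 14 were called higher in RNA and lower in RPF, and 20 were called lower in RPF and not called in RNA. Of the 28 TE calls in Trp53 null, 25 were also called in Trp53 WT, all 25 in the same direction. The TE change had the same sign in Trp53 null for 66 of the 70 transcripts with a higher TE in Trp53 WT and for 56 of the 95 with a lower TE. Among these, 23 and 2 were called in Trp53 null.

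**Figure D5:**
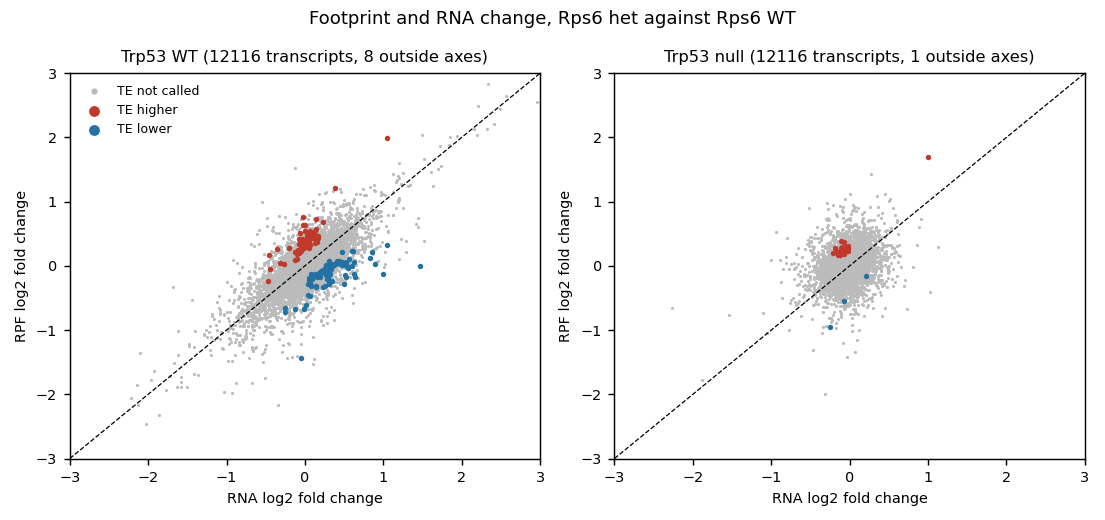
RPF log2 fold change (vertical axes) against RNA log2 fold change (horizontal axes) of Rps6 het against Rps6 WT for 12116 transcripts in Trp53 WT (left) and Trp53 null (right); red and blue points were called higher and lower in TE, and the dashed line marks equal changes. Changes follow the dashed line in Trp53 WT (r = 0.776) and less so in Trp53 null (r = 0.308).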

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

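The composition score used below was built after the levels of its transcripts had been seen. The exchange of a pair of pools was added after the correlations that prompted it had been seen. The other tests in this part were set before their values were computed. No genome annotation was matched to the transcript IDs, so GC content, transcript length and reads shared between near-identical transcripts were not tested.

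The change of RNA in Rps6 het limbs differed between Trp53 WT and Trp53 null for 1376 transcripts by the interaction test. Exchanging Trp53 labels within same-numbered pairs of pools of one Rps6 genotype gave 32 splits, and only 1 of the 32, the labelled one, gave as many calls. The other splits that kept the labels of the Rps6 het pools gave 260 to 707 calls, and the 24 that exchanged some of them gave 0 to 210. With each RNA library thinned to the smallest total, 1082 transcripts were called, 981 of them among the 1376. Leaving out the 10 most abundant transcripts gave 1378 calls, and the composition score as a covariate gave 1620. The median SD within groups was 1.13 times as large in Trp53 null as in Trp53 WT, under the limit of 1.5 set for unequal spread. A mislabelled pool was tested by correlating each pool's RNA deviation from the Rps6 WT, Trp53 null mean with the change seen in Trp53 WT, over the 3580 called transcripts. Replicate 3 of Rps6 het, Trp53 null had r = −0.17 while replicate 2 of Rps6 WT, Trp53 null had 0.15, and the lowest value of the first genotype less the highest of the second was −0.31. The Rps6 WT values are deviations within their own group and centre near 0, so this comparison leans towards an exchange of labels, and an Rps6 change that is weak without p53 would also leave the correlations near 0. Within each replicate number the Rps6 het, Trp53 null pool lay above the Rps6 WT, Trp53 null pool. The values were 0.173 and 0.031 in replicate 1, 0.38 and 0.147 in replicate 2, and −0.165 and −0.183 in replicate 3. The pair compared above has different replicate numbers, so a shift shared by same-numbered pools could also give its order. An exchange of this pair was therefore tested further. With the labels exchanged, the RNA interaction was called for 504 transcripts, 461 of them among the 1376. Exchanging both library kinds of the pair gave 0 RNA calls for Rps6 in Trp53 null in place of 10 and 0 RPF calls in place of 110, with 484 in place of 1625 and 496 in place of 1452 transcripts at an unadjusted p-value under 0.05. Exchanging the RNA libraries alone lowered the mean correlation of RPF and RNA deviations over this pair of pools from 0.173 to 0.024, a change of −0.15. The RPF counts and the fall in correlation go against an exchange. The RNA counts decide less, as other splits of the Trp53 null pools gave up to 15 calls and 1759 transcripts at that unadjusted threshold. In RPF such splits gave at most 2 and 695. Over the 3580 transcripts, the share of RNA changes with the sign seen in Trp53 WT was 78.1% exchanged and 57.7% as labelled. This share leans towards an exchange, but the pair was picked by its correlation with the same change.

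The change of RPF differed between the backgrounds for 857 transcripts. Here 3 of the 32 splits gave as many calls, 857, 889 and 963. Both of the others kept the Trp53 labels of the Rps6 het pools and exchanged labels of Rps6 WT pools, and the 24 splits that exchanged labels of Rps6 het pools gave 0 or 1 call. Since Trp53 changed 9 transcripts in Rps6 WT, exchanging labels among Rps6 WT pools leaves the difference between the Rps6 het pools in place, so high counts in those splits say little about chance. The share of 9.38% of the 32 splits is thus no evidence for or against a chance division of the Rps6 WT pools. Thinning gave 581 calls, 535 of them among the 857, leaving out the 10 most abundant transcripts gave 853, and the composition score gave 833. The ratio of within-group SD was 0.969. In RPF each Rps6 het, Trp53 null pool correlated better with the change in Trp53 WT than each Rps6 WT, Trp53 null pool, by 0.024 at the closest. With the labels of the pair of pools named above exchanged, 701 transcripts were called, 541 of them among the 857.

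The change of TE differed for 10 transcripts, all lower in Trp53 WT. Of the 32 splits, 1 gave as many, and the other splits that kept the labels of the Rps6 het pools gave 4 to 7. By unadjusted p-values under 0.05, 3 of the 32 gave as many transcripts as the labelled one, with up to 1321 against 890. Thinning both library kinds left 4 calls, less than the limit set for depth, while leaving out the most abundant transcripts gave 10 and the composition score gave 11. Thinning also lowers the power of the test. With the pool as a block, which pairs the RPF and RNA libraries, 44 transcripts were called, 43 of them lower in Trp53 WT, and 26 after thinning, all 26 lower and 23 of them among the 44, above the limit set for depth. The fall from 10 to 4 calls without the block could come from unequal depth or from the lost power, and this test does not part them.

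The 4 named transcripts were named for their RPF changes in single contrasts, and their Rps6 changes also differed between Trp53 WT and Trp53 null by the interaction test. The log2 fold change in Trp53 WT less that in Trp53 null was 3.59 in RNA and 2.70 in RPF for ENSMUST00000119901.8, 3.05 and 3.49 for ENSMUST00000020576.7, −0.96 and −0.89 for ENSMUST00000000476.14, and 0.74 and 0.31 for ENSMUST00000108658.9. In the refits of thinned counts, without the most abundant transcripts and with the composition score, 8 of the 8 differences were called in each, with edgeR adjusted p-values of at most 0.029. With the labels of the pair of Trp53 null pools exchanged, 7 of the 8 were called, and the RNA difference of ENSMUST00000108658.9, then 0.49, was not (edgeR adjusted p = 0.196).

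For the contrasts of 3 pools with 3, there are 10 splits, of which 4 part the same-numbered pools as the labelled one does, so a share under 0.05 cannot be reached. The labelled split was the only 1 of the 4 with as many calls for Rps6 in Trp53 WT (RNA, RPF and TE), for Rps6 in Trp53 null (RNA, RPF and TE) and for Trp53 in Rps6 WT (RNA and RPF). For TE of Trp53 null against Trp53 WT, 4 of the 4 gave the same 0 calls, and the labelled split had 731 transcripts with an unadjusted p-value under 0.05. The other 3 paired splits gave at most 2 calls in any of these contrasts. Splits that kept some same-numbered pools together gave at most 2 calls, except that 1 split of the Trp53 null RNA libraries gave 15 against the 10 of the labelled one. By unadjusted p-values under 0.05 the labelled split was not always the highest. For Trp53 in RPF it had 494 transcripts, against 505 in a paired split and up to 799 in the others. For Rps6 in Trp53 null, unpaired splits reached 1759 against 1625 in RNA and 867 against 770 in TE.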

How the results depend on the processing

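Over 12 counts of calls and 93 alternative values, 70 stayed within 1.5 times the count first given and 23 did not. The counts for Rps6 in Trp53 WT in RNA and RPF and both interaction counts in RNA and RPF stayed within this range under all alternatives, leaving out pools aside, at 3190 to 4078, 2297 to 3194, 1411 to 2000 and 624 to 1091. The 4 named RPF changes kept their direction and call in all 52 refits. For values outside 1.5 times, the cause was not tested unless a value is given.

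For RNA and RPF, the replicate number as a block gave 4078, 12, 2000 and 47 RNA calls and 3171, 168, 1003 and 9 RPF calls for Rps6 in Trp53 WT, Rps6 in Trp53 null, the interaction and Trp53, against 3580, 10, 1376 and 17 and 3019, 110, 857 and 9 without it. Same-numbered pools of different genotypes are different embryos, and their deviations correlated at 0.044 in RNA and −0.00019 in RPF. Whether the number marks libraries prepared together is not stated, so the fit with this block is not ruled out as the better one. For TE, the pool block gave 393 calls in Trp53 WT, 57 in Trp53 null and 44 for the interaction in place of 165, 28 and 10, and a block of the replicate number within library kind gave 263 in Trp53 WT.

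Without a filter on low counts, calls rose to 28 for RNA in Trp53 null, 252 for Trp53 in RNA, 285 for RPF in Trp53 null, 48 for Trp53 in RPF, 282 for TE in Trp53 WT, 43 for the TE interaction and 12 for Trp53 in TE. The DESeq2 Wald test gave 45 for RNA in Trp53 null, 64 for Trp53 in RNA, and 261, 64 and 18 for TE in Trp53 WT, in Trp53 null and for the interaction. A fit of only the genotypes compared gave 4 for RNA in Trp53 null, 251 for Trp53 in RNA, 0 for TE in Trp53 null (622 with an unadjusted p-value under 0.05) and 1 for Trp53 in TE. The composition score as a covariate, added after the data were seen, gave 150 for Trp53 in RNA. The RNA calls for Trp53, 9 of 17 higher at first, were mostly higher in the fits that called more: 222 of 252 without a filter, 220 of 251 with only the genotypes compared, 132 of 150 with the composition score, 45 of 64 with the DESeq2 Wald test and 36 of 47 with the replicate number as a block.

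Leaving out one pool at a time gave 2211 to 3418 RNA calls in Trp53 WT, 4 to 47 in Trp53 null, 641 to 1806 for the interaction and 6 to 14 for Trp53. It gave 2183 to 2735, 60 to 92, 513 to 925 and 4 to 11 in RPF, and 58 to 177, 0 to 20, 3 to 16 and 0 to 0 in TE. Counts near the threshold, such as the 10 RNA calls and the 28 TE calls in Trp53 null, therefore depend on single pools. The RPF libraries had the lower depth, with a floor of up to 0.427 CPM, which limits TE for transcripts with few footprints.

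The tests of the p53 target list and of the ribosomal protein list, with their alternatives, were not run, because no transcript ID was paired with a gene name.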

Other observations

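The tests in this part were chosen after the patterns had been seen.

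RPF changes kept their sign in Trp53 null more often than RNA changes, 74.9% against 57.7% of the transcripts called in Trp53 WT. The difference remained over the 1773 transcripts called in both, where the shares were 75.6% and 62.7%, 13 percentage points apart. The gap was smaller there, so which transcripts were called may account for part of the difference but not for all of it. With transcripts without footprints left out of the RNA fits, the difference was 17.5 percentage points. Among splits of the Trp53 null pools that part same-numbered pools, 1 of 4 gave as large an RPF share, the labelled one, and the RNA share of the labelled split lay within the 52.9% to 68.4% of the 4. A sign share over 4 splits cannot reach a share under 0.05. Splits that kept some same-numbered pools together gave RPF shares of up to 74.7% and RNA shares of up to 78.1%. Both of these came from the exchange of pools tested above, so the labelled RPF share hardly stands out. By calls, 110 transcripts were called in RPF in Trp53 null, 91 of them also called in Trp53 WT and 90 of these in the same direction, while the other 9 splits of the Trp53 null pools gave at most 2 RPF calls. A hypothesis is that part of the Rps6 effect on footprints may persist without p53. The median SE of the change in Trp53 null was 0.083 in RNA and 0.084 in RPF, over different sets of transcripts. The median SD within the Trp53 null groups was 0.105 in RNA and 0.097 in RPF. A more precise measure in footprints is therefore not excluded as a source of the difference.

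TE rises in Trp53 WT had the same sign in Trp53 null in 94.3% of cases, and TE falls in 58.9%. These are the 70 rises and 95 falls called without the pool as a block. The tests below were not repeated on the 119 rises and 274 falls called with that block. The rises were more abundant transcripts. Among the 35 rises and 11 falls at or above the median level of the rises, the share for falls less that for rises was −45.5 percentage points, so level was not the source in this small set. Falls with a higher RNA call had 57.5% and falls without an RNA call 65%, a difference of −7.47 percentage points. However, 3 of the 4 paired splits of the Trp53 null pools gave a difference between rises and falls of at least 35.3 percentage points in one direction or the other. The difference in sign shares cannot be told apart from a chance division of the pools. By calls, 23 of the 70 rises and 2 of the 95 falls were called in the same direction in Trp53 null, and the other 9 splits of those pools gave 0 TE calls against 28, with 228 to 867 transcripts at an unadjusted p-value under 0.05 against 770.

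Transcripts without footprints (1025 rows, with RNA counts and almost no RPF counts) took 6.67% ± 0.837 (SD, n = 3) of the RNA counts in Rps6 WT, Trp53 null and 4.84% ± 0.714 in Rps6 WT, Trp53 WT, with 5.40% ± 0.189 in Rps6 het, Trp53 WT and 5.61% ± 0.863 in Rps6 het, Trp53 null. The difference of 1.83 percentage points in Rps6 WT had an exact two-sided permutation p of 0.1, the smallest that 3 pools against 3 allow. The pools of these genotypes did not overlap, at 5.89% to 7.55% and 4.10% to 5.53%. The difference was 1.07 times the largest range within a genotype, that of Rps6 het, Trp53 null, and under the 2 times set for putting library preparation aside. The labels name no preparation batch, and the replicate number, which may mark one, is shared by all genotypes. Preparation was therefore not tested directly. With these rows left out before normalization, 1989 transcripts had an unadjusted p-value under 0.05 for Trp53 in RNA, against 2127 with them, and 13 were called, 12 of them among the 17. This tests a pull on the normalization, and a difference in preparation that acts on the remaining transcripts was not tested.

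A set of 5 transcripts, chosen after their values were seen, had levels near 0 in some pools and not in others. The mean RNA level of 4 of them, of which ENSMUST00000091190.11 is one, divided by its mean over the pools, was 0.018 in replicate 2 of Rps6 het, Trp53 null and 0.021 in replicate 1 of Rps6 het, Trp53 WT, between 0.848 and 1.24 in 8 pools, and 1.84 and 2.06 in replicate 1 of Rps6 het, Trp53 null and replicate 3 of Rps6 WT, Trp53 null. The fifth, ENSMUST00000127786.3, which had no RPF counts, was at 1.05 and 0.483 CPM in the last 2 pools, at 84.4 to 171 CPM in the 8 middle pools and at 213 and 282 CPM in the first 2. A candidate explanation is that embryos of both sexes were pooled, with pools of 2 males, 2 females or 1 of each, for which a step of about 2 is predicted; the measured step from the middle to the top pools was 1.93. The labels give no sex and the transcripts have no names here, so this remains a hypothesis. An error in one library kind was tested too, and RPF and RNA differed in 0 of 48 combinations of transcript and pool on whether the level was near 0. The pools with the lowest score are both Rps6 het and those with the highest are both Trp53 null, so this composition is not balanced over the genotypes.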
